# Regional Downregulation of Dopamine Receptor D1 in Bilateral Dorsal Lateral Geniculate Nucleus of Monocular Form-Deprived Amblyopia Models

**DOI:** 10.3389/fnins.2022.861529

**Published:** 2022-06-08

**Authors:** Dongyue Lin, Zhonghao Wang, Wei Chen, Tao Shen, Xuan Qiu, Kun Wei, Jiahui Li, Dongsheng Yang, Ping Wang, Xuri Li, Jianhua Yan, Zhongshu Tang

**Keywords:** monocular deprivation, amblyopia, RNA sequencing, DRD1, mouse, monkey, LGN

## Abstract

Amblyopia is a common eye disease characterized by impaired best-corrected visual acuity. It starts in early childhood and leads to permanent vision reduction if left untreated. Even though many young patients with amblyopia are well treated in clinical practice, the underlying mechanism remains to be elucidated, which limits not only our understanding of this disease but also the therapeutic approach. To investigate the molecular mechanism of amblyopia, primate and rodent models of monocular-deprived amblyopia were created for mRNA screening and confirmation. We obtained 818 differentially expressed genes from the dorsal lateral geniculate nucleus (dLGN) of a primate model of amblyopia. After Gene Ontology and kyoto encyclopedia of genes and genomes (KEGG) enrichment analyses, the main enriched pathways were related to neural development. Interestingly, a particular neurotransmitter pathway, the dopaminergic pathway, was identified. The downregulation of dopamine receptor D1 (*DRD1*) was confirmed in both monkey and mouse samples. Furthermore, the immunofluorescence staining indicated that DRD1 expression was downregulated in both ventrolateral region of the contralateral dLGN and the dorsomedial region of the ipsilateral dLGN in the mouse model. The regions with downregulated expression of DRD1 were the downstream targets of the visual projection from the amblyopic eye. This study suggested that the downregulation of DRD1 in the LGN may be a cause for amblyopia. This may also be a reason for the failure of some clinical cases of levodopa combined with carbidopa applied to amblyopes.

## Introduction

Amblyopia is an ophthalmic disease that is diagnosed when the best-corrected visual acuity is lower than that of normal people at corresponding age, under the condition that there are no physical lesions in the eyes (Barrett et al., 2013). It is a common visual impairment and affects approximately 2–5% of the total population (Wang et al., 2020). In clinical practice, amblyopia is one of the most common causes of vision loss, not only in children but also in adolescents (Pediatric Eye Disease Investigator Group, 2004; Fronius et al., 2009). It is widely accepted that amblyopia develops during early childhood and vision loss will be permanent if it is left untreated (Leguire et al., 1993b). In addition, amblyopia may also lead to the reduction of a wide range of visual functions, such as stereoacuity, contrast sensitivity, and sensitivity to shape changes (Barrett et al., 2013).

Amblyopia can be caused by many conditions that prevent normal visual stimulation in childhood (Barrett et al., 2013). The most common conditions are anisometropia, strabismus, high ametropia, and form deprivation. Many animal models of amblyopia are indeed based on monocular form deprivation (Oray et al., 2004; Cheng et al., 2008). Clinically, amblyopia can occur in one or both eyes, but most cases are unilateral (Jefferis et al., 2015).

Fortunately, amblyopia can be well treated in clinical practice. A popular treatment is monocular occlusion, that is, covering the dominant eye with a patch (Giaschi et al., 2015; Jefferis et al., 2015; Maconachie et al., 2016). Monocular patching is very effective for young individuals with monocular amblyopia. In addition, the drug treatments are supplementary to patch treatment (Stryker and Lowel, 2018; Papageorgiou et al., 2019; Vagge et al., 2020). Of them, levodopa combined with carbidopa has been under study for years and acts by increasing the dopamine level in both cerebrum and retina (Ofori et al., 1986; Gottlob et al., 1989; Lewitt, 2016; Papageorgiou et al., 2019). This approach has been reported to improve vision over patching alone in some cases (Sengpiel, 2014); however, the outcome is not certain (Sengpiel, 2014).

Although young individuals with amblyopia are well treated, the underlying mechanism remains largely unknown. This is possible because of the complicated system involved in this disease. Although amblyopia is generally considered an eye disease, it is rooted in the brain (Chen et al., 2014). Defects in any region in the central visual system or in the connection between these regions may lead to this disease. The lack of knowledge of amblyopia limits not only our understanding of this disease but also the therapeutic approach. To explore the etiology of amblyopia at the molecular level, we started with mRNA screening of the central visual system of a monkey model of amblyopia and then with a mouse model for further confirmation and further study.

## Materials and Methods

### Establishment of Amblyopia Models

The experimental protocols were approved by the Animal Ethics Committee of the Zhongshan Ophthalmic Center, Sun Yat-sen University. All experimental procedures involving animals adhered to the Association Research in Vision and Ophthalmology. Generally, one eye of each animal was sutured during the critical period of vision development, and kept till the critical period ended.

To establish the primate model of amblyopia, 1-month-old baby cynomolgus monkeys were examined under optical coherence tomography, electroretinogram, fundus photography, and A-ultrasound to ensure that both eyes were well-developed, and there were no organic or functional defects in the eyes. After the examination, the left eye was sutured. Three months later, the monkeys were euthanized, and the dLGNs were isolated for RNA sequencing.

To establish the rodent model of amblyopia, the left eyes of postnatal day 18 C57/Bl6 mice were sutured. Twenty-four days later, the total LGN was isolated for mRNA and protein sample preparation. Alternatively, brain sections were prepared for immunofluorescence staining.

### The RNA Extraction, Library Construction and Sequencing

Total RNA was extracted using a Trizol reagent kit (Invitrogen, Carlsbad, CA, United States). The RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, United States) and checked using RNase free agarose gel electrophoresis. The mRNA was enriched by Oligo -deoxythymine beads, and processed for fragmentation and reverse transcription into cDNA with random primers. Second-strand cDNAs were synthesized and the cDNA fragments were purified, end repaired, A base added, and ligated to Illumina sequencing adapters. The ligation products were size selected by agarose gel electrophoresis, PCR amplified, and sequenced using Illumina Novaseq6000 by Gene Denovo Biotechnology Co., (Guangzhou, China).

### Bioinformatics Analysis

After removing the low-quality reads by fastp (version 0.18.0) (Chen et al., 2018), the clean reads were aligned with the reference genome [Macaca_fascicularis_5.0 in National Center for Biotechnology Information (NCBI) database] using HISA T2 (version 2.1.0) (Kim et al., 2015). Transcripts were reconstructed with software Stringtie (version 1.3.4) and their abundances were quantified by software StringTie in a reference-based approach (Pertea et al., 2015, 2016). The data are available in the Gene Expression Omnibus database GSE189488.

Gene Ontology (GO) enrichment analysis was performed for the functional classification of candidate genes (Ashburner et al., 2000). Pathway-based analysis was performed using the KEGG database (Kanehisa and Goto, 2000).

### Quantitative Polymerase Chain Reaction

Quantitative polymerase chain reaction was performed to quantify the relative expression level of genes as previously described (Zhang et al., 2017). The monkey and mouse primers are listed in Tables 1, 2, respectively.

**TABLE 1:** List of primers for qPCR of monkey samples.

Gene	Forward (5′-3′)	Reverse (5′-3′)
*GABRB2*	GTCACACGGCGAGAAAACAGG	GCACGGCGTACCAAAACATCA
*SSTR3*	CACCCTATGGGCAGGCAAAT	CAAGGAGGCATTCTCGGGTT
*DRD1*	CCACAGCGTTTCAGAGCCGT	CAATCCTGCGGACTGTCACTCTT
*ROBO1*	CTGGATGACTGTGGTGGTTGATA	TGCCTTTGTGATGATGCTTCC
*ROBO2*	GGAGTGGCAGTCTCTCAGGTG	GCACCAAGGCCTCCTCATC
*GRIN1*	GAGGAAGAACCTGCAGAGCACC	CCCTATGACGGGAACACAGCT

**TABLE 2:** List of primers for qPCR of mouse samples.

Gene	Forward (5′-3′)	Reverse (5′-3′)
*Gabrb2*	CCCCAACTAGACGGACTACCA	CTCCTCAGGCGACTTTTCTTT
*Robo2*	GGAGTGGCAGTCTCTCAGGTG	GAGCTAAAGGCTTTTCCT GTGAC
*Grin1*	GGTGGCTGGAGGCATCGT	TGGGATGGTACTGCTGCAGGT
*Sstr3*	ACATCTTCACAAGTCTGCCCAC	CCAAGGTCGTAGGCTCAGATG
*Robo1*	CCGCTACTTTGACAGTTCAA GAGC	CAGGACCTTGCCGAATGACT
*Drd1*	AGAAGTGACTCTAAAGCAAGG GCAT	TCCTGGTCAATCTCAGTCAC TTTTC

### Brain Section Preparation

Mice were transcardially perfused with cold saline for 2 min followed by 4% paraformaldehyde (PFA) for 30 min. Brains were isolated and immersed in 4% PFA solution for 24 h. The fixed brains were dehydrated in 20%, followed by 30% sucrose solution till they sank down to the bottom of the containers, and then embedded in optimal cutting temperature compound (Tissue-Tek, United States), cut into 30-μm thick frozen sections.

### Immunofluorescence Staining

Immunofluorescence staining was performed as described previously (Zhou et al., 2019). Briefly, brain sections were air-dried for 30 min at room temperature (RT), rinsed in 0.01 M phosphate buffered saline (PBS), and permeabilized with PBS supplemented with 0.5% Triton X-100 and 5% goat serum for 15 min at RT. Then, the sections were incubated in the following order: Primary antibodies against DRD1 (GeneTex, GTX100355) overnight at 4°C, Alexa Fluor 488-conjugated secondary antibody for 1 h at RT, and 0.1% DAPI for 5 min at RT, with washing in PBS 3 times after each incubation. The sections were examined under a confocal microscope (Nikon Eclipse Ni-E).

### Immunofluorescence Density Measurement

The immunofluorescence density measurement was carried out in accordance with the previous studies (Hanke, 2000; Torborg and Feller, 2004; Ogawa et al., 2005; Liu et al., 2020). For a semiquantitative estimation of DRD1 in the dLGN, a coronal section was selected in the middle of dLGN that was close to Figure 50 of The Mouse Brain atlas (Paxinos and Franklin, 2001). The images were captured after the laser intensity and gain were optimized in each channel. The boundary of the dLGN was identified and tracked with dotted lines. A large rectangle was drawn within the core dLGN along its long axis (from dorsomedial to ventrolateral), which was further divided into six areas, each corresponding to a region of interest (ROI). For the measurement, the background of each picture was adjusted to be consistent across blinded investigators. The fluorescence intensity of a neighboring region in the hippocampus was considered a control to be consistent in all samples. The color images were converted into binary images in ImageJ software (National Institutes of Health, Bethesda, MD, United States). The threshold percentage used for the conversion was also determined by the blinded investigators to ensure that the threshold percent value best represented the observed signal. The average fluorescence density was obtained by ImageJ.

### Statistical Analysis

Statistical analysis was carried out using the SPSS 20.0 statistical software package. All data were tested for normality and homogeneity of variance. The data with a normal distribution and homogeneity of variance were expressed as the mean and standard deviation (SD). Single factor analysis of variance (ANOVA) was used for comparison among groups and minimum significant difference (least significant difference, LSD). The *t*-test was used for pairwise comparisons between the groups. The difference was set to be statistically significant when *p* < 0.05.

## Results

### Visual Deprivation Leads to the Regulation of Neural Developmental Factors in Primate Dorsal Lateral Geniculate Nucleus

To explore the etiology of amblyopia, we established a primate model of monocular visual deprivation by suturing the left eyes of baby monkeys. Three months later, brain regions involved in the central visual system were isolated for RNA sequencing. Here, we followed the mRNA sequencing results of the dorsal lateral geniculate nucleus (dLGN). Three samples from the untreated control monkeys and two samples from the ipsilateral (left) dLGN of amblyopia monkeys were qualified for sequencing (Figure 1A). 

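The dLGN libraries come from 5 cynomolgus monkeys, with 1 library per animal. The deposited labels give 3 libraries as control (Control-307, Control-317 and Control-331) and 2 as deprived (Deprivated-316 and Deprivated-326), the latter from monkeys whose left eye had been sutured. By their titles Control-317 and both deprived libraries are from the left side and Control-307 and Control-331 from the right, whereas the descriptions of the control libraries say that both sides were combined. Reads had been aligned and quantified by the authors, and the values used here are the estimated counts and the FPKM that StringTie gave for 62655 transcripts of 20576 gene symbols. Totals per library ran from 9424975 to 12966019 estimated counts in the control group (median 10084102) and were 7607859 and 7391844 in Deprivated-316 and Deprivated-326.

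Control-317 stood apart from the other control libraries. Across the 14317 genes tested, which are not independent replicates, its log2 counts per library total (log2 CPM) correlated with those of Control-307 at r = 0.849 and with those of Control-331 at r = 0.872. The correlation was 0.952 between Control-307 and Control-331 and 0.945 between both deprived libraries.

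The group means printed in the paper's tables follow another division of these libraries than the deposited labels. There are 10 ways to divide 5 libraries into 3 and 2. Of these, 1 gave the printed count means of all 310 transcripts that could be read from Supplementary Table 2. Those means were matched within a relative tolerance of 0.001 or an absolute one of 0.01. The same division gave the count means of all 6 receptors of Table 3, to about the rounding printed there. It places Control-307, Control-331 and Deprivated-316 in the group that Table 3 calls intact, and Control-317 and Deprivated-326 in the group that it calls ipsilateral. The division by the deposited labels gave the printed means of 20 of the 310 transcripts and of 1 of the 6 receptors. Neither the files nor the paper's text say which division is right, so every comparison was made by the deposited labels and the main ones again by the division of the tables, which was chosen after the data were examined.

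Rounded counts of transcripts, and their sums over each gene symbol (gene totals), were compared between the deprived and the control group with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts. Adjusted p-values are Benjamini-Hochberg values over all genes or transcripts tested. With 3 libraries against 2, an exact rank test of a single value cannot give a two-sided p below 0.2.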

We identified 818 differentially expressed genes (DEGs) that were regulated more than 2 times (Figure 1B). Of them, 492 were upregulated, and 326 were downregulated.

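MEF2C, a transcription factor of developing neurons, reached 549 and 353 CPM (counts scaled to the normalized library total) in the deprived libraries and 58.1 to 86.8 in the control libraries (log2 fold change 2.63, standard error 0.30, edgeR adjusted p = 0.234). NPTX1, a secreted synaptic protein of the pentraxin family, and SLIT1, a ligand of the ROBO receptors in axon guidance, had log2 fold changes of 4.66 and 3.29. GFRA2, a receptor for factors of the GDNF family, had a value of 2.66. NPTX1 is also on a list of markers of cortical and hippocampal excitatory neurons, of which 19 of 21 were on the higher side. On the lower side, SPARC, a glycoprotein of the extracellular matrix, had a log2 fold change of -1.34, TXNIP, which binds thioredoxin, one of -1.53, and SRGN, a proteoglycan of secretory granules, one of -1.32.

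These belong to 20 genes, 10 in each direction, taken by a rule set in advance from the smallest p-values among genes whose groups did not overlap. The other higher genes were STYK1, TMEM155, KHDRBS2, NWD2 and EPB41L4B, with log2 fold changes of 2.13 to 6.06, and ZFYVE1, which was at 0 in every control library and at least 597-fold higher in the deprived group against a floor of 3 counts over the group. The other lower genes were CDYL2, KCTD3 and IGSF11 (-2.24 to -1.06) and 4 genes at 0 in both deprived libraries, for which the same floor gave TSSC1 at least 39.0-fold, DENND5B at least 363-fold, CPPED1 at least 22.2-fold and SMOC2 at least 20.6-fold lower. None of the 20 passed edgeR's quasi-likelihood test (adjusted p of 0.209 to 0.287), and all 20 passed DESeq2. They were picked by p-value and non-overlap in these same libraries. Passing another test, or a test with a library left out, is therefore no independent evidence for them. Under the division of the paper's tables 12 of the 20 turned in sign, 8 of the higher and 4 of the lower, MEF2C, NPTX1, SLIT1, GFRA2 and SPARC among them. The groups did not overlap in 30.8% of the genes tested, where chance gives 20%.

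Over all 14317 genes, edgeR's quasi-likelihood test called 0 at an adjusted p under 0.05, and 1397 (814 higher, 583 lower) had an unadjusted p under 0.05. The adjusted count was 227 (198 higher, 29 lower) in edgeR's exact test, and DESeq2, which tested 15342 genes, called 328 (260 higher, 68 lower). On simulated counts with the dispersions of these libraries, the false share of the calls lay above 0.05 in the exact test and in DESeq2. Control-317 decides the quasi-likelihood count, which was 1420 genes (905 higher, 515 lower) without it, all 20 named genes included (edgeR adjusted p of 0.0145 to 0.0434). Without Control-317 the control libraries left are both titled as right and the deprived ones as left, so that condition and side are confounded in every value given without it. Tissue markers then go with condition as well. Markers of striatal neurons had means of 7.51 and 7.52 log2 CPM in Control-307 and Control-331, 6.23 and 5.97 in the deprived libraries and 4.42 in Control-317. In the same order, markers of thalamic relay neurons, cells of the dLGN itself, had means of 3.93 and 4.67, 5.15 and 5.85, and 6.22. Of those 1420 genes, 281 were among the 328 of DESeq2.

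Of 33469 transcripts, 0 passed edgeR's quasi-likelihood test, 2145 had an unadjusted p under 0.05, and 464 passed the exact test; DESeq2, which tested 33964, called 1039. Those with the smallest p and no overlap were variants of MEF2C, KIDINS220, STYK1 and SLIT1 on the higher side and of CIPC, AGAP1, R3HDM2, ZNF536 and STARD9 on the lower (edgeR adjusted p = 0.549 for each). The MEF2C variant X4 was at 0 in every control library and at 198 and 157 CPM in the deprived libraries. Every transcript read from Supplementary Table 2 has a log2 ratio of mean FPKM beyond 2 in size and a larger group mean of at least 200 counts. By this fold criterion 407 transcripts of 333 genes differed, 189 higher and 218 lower, and 724 did without Deprivated-326. In 106 of the 407 the FPKM was 0 throughout one group. The gene total had a log2 fold change beyond 1 in the same direction for 132 of the 407 (32.4%; 51.7% without Control-317) and the opposite sign for 111.

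With the libraries divided as in the paper's tables, the fold criterion took 544 transcripts, 348 higher and 196 lower in the ipsilateral group. At the gene level edgeR's quasi-likelihood test called 0 genes, 1006 had an unadjusted p under 0.05, the exact test called 78 and DESeq2 called 108, none of them called in either direction by DESeq2 under the deposited labels.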

**FIGURE 1:**
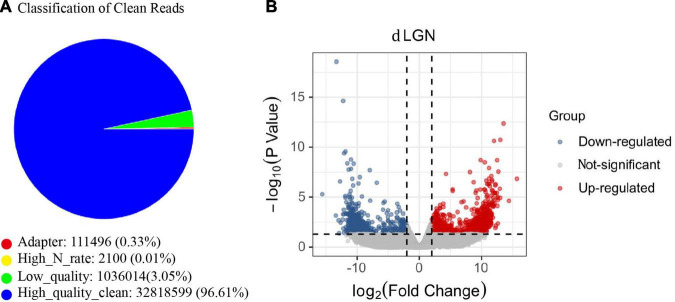
The mRNA sequencing of the dLGN of a primate model of monocular deprivation amblyopia. **(A)** Quality control of mRNA sequence. The proportion of all types of reads in the sample test. “Adaptor” indicates the proportion of the number of reads containing junction sequences to the total number of reads; “High_N_rate” indicates the proportion of the number of reads containing unknown bases to the total number of reads; “Low_quality” indicates the proportion of the number of low-quality reads to the total number of reads. “High_quality_clean” is the proportion of the original sequence data to the total number of reads after removing impurities. **(B)** The volcano plot of the fold change and statistical significance. Gray points in the plot represent mRNA with no significant differences. Red points represent upregulated mRNAs, and blue points represent downregulated mRNAs with statistical significance.

Next, we performed the enrichment analysis. The GO enrichment demonstrated that the most enriched categories were related to nervous system development. In the biological process (BP) category, many DEGs were related to cell–cell signaling or communication, neurogenesis, and neural development (Figure 2A). 

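Genes of axon guidance, which steer growing axons, were mostly higher in the deprived libraries. Of 68 tested members of a list fixed in advance, 44 had a positive log2 fold change, with a median of 0.29. EPHA5, an ephrin receptor, had a log2 fold change of 1.38 (standard error 0.20, edgeR adjusted p = 0.265), and NTNG2, a membrane-bound netrin, one of 2.45 (standard error 0.38, adjusted p = 0.270). RGMB, a ligand of the repulsive guidance family, and PLXNA4, a semaphorin receptor, had log2 fold changes of 1.86 and 1.00.

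None of the 68 passed edgeR's quasi-likelihood test over all genes; adjusted over the list alone 3 did, all higher, and DESeq2 called 6. The list as a whole was higher by edgeR's camera with a preset correlation of 0.01 (adjusted p = 1.5e-05), and its adjusted p = 0.291 with an estimated correlation. Markers of other regions and cell types differed between the groups as well. Camera at the preset correlation called those of cortical and hippocampal excitatory neurons as higher (edgeR adjusted p = 1.2e-29). It called those of oligodendrocytes and microglia as lower (edgeR adjusted p = 6.0e-05 and 1.4e-04). With an estimated correlation it called none of them (adjusted p of 0.283 to 0.372). The oligodendrocyte mean was 7.63 log2 CPM in Deprivated-316, but 8.42 in Deprivated-326 and 8.41 in Control-317. Without Control-317, where side by title goes with condition, 16 of 67 tested axon guidance genes were higher at an adjusted p under 0.05 in edgeR and 0 were lower, with a median of 0.67. The axon guidance mean was 5.01 log2 CPM in Control-317, 4.26 and 4.48 in the other control libraries and 5.24 and 5.05 in the deprived ones.

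Supplementary Table 2 gives the differentially expressed transcripts by biological process, and 10 of its 11 sheets could be read. Its sheet on nervous system development holds 128 transcripts, printed as 73 higher and 55 lower in the ipsilateral group. By the deposited labels 65 of these 128 differed in the printed direction and 63 in the other. For generation of neurons the printed direction held for 42 of 88, for neurogenesis for 44 of 90, for cell-cell signaling for 33 of 70 and for cell communication for 92 of 201. Over all sheets it held for 146 of 310 transcripts, 37 of them with a log2 ratio beyond 2 in size, and without Control-317 for 261.

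Of the 292 transcripts of the table that could be tested, 0 passed edgeR's quasi-likelihood test by the deposited labels and 4 had an unadjusted p under 0.05, while the exact test called 2 and DESeq2 called 16, of which 13 in the printed direction. The list was chosen by the study on these libraries, so its counts are not independent evidence of direction. With the division of the tables, the numbers were 0 and 118, the exact test called 32 and DESeq2 called 77.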

In the cell component (CC) category, many DEGs were related to synapse, membrane, and projection (Figure 2B). 

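Presynaptic genes, which encode proteins of synaptic vesicles and the active zone, were higher in the deprived libraries for 25 of 30 tested members, with a median log2 fold change of 0.80. SYN1, a vesicle phosphoprotein, had 169 and 176 CPM in the deprived libraries and 40.4 to 69.4 in the control libraries (log2 fold change 1.72, standard error 0.28, edgeR adjusted p = 0.270). STX1A, a membrane protein of vesicle fusion, had a log2 fold change of 2.75, NRXN3, a presynaptic adhesion protein, one of 1.15 and RPH3A, a vesicle protein that binds Rab3, one of 1.31. Of 23 glutamate receptor subunits 17 were on the higher side (median 0.37), among them the NMDA receptor subunit GRIN2B with a log2 fold change of 1.70 (standard error 0.38). Of 17 GABA receptor subunits 14 were on the higher side (median 0.45), among them GABRB1 at 1.03 and GABRD at 4.04.

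No member of these lists passed edgeR's quasi-likelihood test over all genes; adjusted over the list alone 3 presynaptic genes and 1 glutamate receptor subunit did, and no GABA receptor subunit. DESeq2 called 3, 2 and 0. As lists, all were higher by camera at the preset correlation, with adjusted p = 1.2e-08 for presynaptic genes, adjusted p = 1.35e-04 for glutamate receptors and adjusted p = 0.00217 for GABA receptors. With an estimated correlation their adjusted p-values were 0.291, 0.283 and 0.283. Without Control-317, and so with side by title confounded with condition, edgeR called 19 of 30 presynaptic genes, 8 of 23 glutamate receptor subunits and 4 of 16 GABA receptor subunits, all higher.

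Cell type markers moved along with these lists. The median log2 fold change was 1.93 over markers of cortical and hippocampal excitatory neurons, -0.69 over those of oligodendrocytes and -0.76 over those of microglia. The oligodendrocyte mean was 7.63 log2 CPM in Deprivated-316, but 8.42 in Deprivated-326 and 8.41 in Control-317.

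Receptors of dopamine, serotonin, acetylcholine, noradrenaline and somatostatin went both ways. Of 34 tested, 16 were on the higher and 18 on the lower side. The somatostatin receptors SSTR1 and SSTR2 had log2 fold changes of 3.64 and 3.09, and the serotonin receptor HTR2A and the muscarinic receptor CHRM3 had 2.13 and 1.13; these 4 passed edgeR's test adjusted over the list alone and 0 passed over all genes. The list's median was -0.09, its mean 0.04 and its camera direction upward (adjusted p = 0.00952; adjusted p = 0.283 with an estimated correlation). That call ended without Control-307 (adjusted p = 0.0904) and without Deprivated-326 (adjusted p = 0.0713). The median of these receptors turned to 0.89 without Control-317, where side by title goes with condition. EdgeR then called 10 of 33 as higher and 3 as lower. For trans-synaptic signaling, Supplementary Table 2 prints 21 transcripts as higher and 21 as lower, and by the deposited labels 25 of these 42 differed in the printed direction.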

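Genes of Wnt signalling, a pathway of neural patterning and synapse formation, went both ways in the deprived libraries. Of 54 tested members 23 were on the higher and 31 on the lower side. The Wnt receptor FZD6 had a log2 fold change of -0.90 (standard error 0.21, edgeR adjusted p = 0.356), and the secreted inhibitor SFRP5 one of -2.25. The receptor FZD3, which takes part in axon growth, and ZNRF3, which removes Wnt receptors from the membrane, had log2 fold changes of 0.82 and 0.83. No member passed edgeR's test, over all genes or adjusted over the list alone, none passed DESeq2, and 9 had an unadjusted p under 0.05. The list's median was -0.10 and its mean 0.02, and camera gave no call (adjusted p = 0.316). This median turned to 0.33 without Control-317, where side by title goes with condition, and edgeR then called 2 members as higher and 3 as lower. With the division of the paper's tables, camera's adjusted p was 0.00918, upward, and 0.611 with an estimated correlation; WNT5A, LEF1 and TCF7L2 then had log2 fold changes of 2.82, 1.68 and 2.77. LEF1 and TCF7L2 are also on the list of thalamic relay neurons, of which 14 of 16 members were on the higher side under that division.

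Genes tied to the plasticity of the critical period, such as those of the perineuronal net, had a median log2 fold change of 0.32, with 12 of 19 tested members on the higher side. NTRK2, the receptor of BDNF, had a log2 fold change of 0.74, the growth factor IGF1 one of 0.78 and HAPLN4, a link protein of the net, one of 1.65. CAMK2A, a kinase of synaptic plasticity, was the 1 member to pass edgeR's test adjusted over the list alone, and none passed over all genes. Markers of cortical and hippocampal excitatory neurons had a mean of 3.05, 1.73 and 3.03 log2 CPM in the control libraries and of 5.88 and 4.98 in the deprived ones. The plasticity list's own means were 5.20, 6.35 and 5.53 in Control-307, Control-317 and Control-331 and 6.33 and 6.34 in the deprived libraries, so that Control-317 lay with the deprived ones. Without it, where side by title goes with condition, edgeR called 6 of 19 members, all higher. Camera's call for the plasticity list (adjusted p = 0.00217) had an adjusted p = 0.372 with an estimated correlation.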

The KEGG enrichment analyses identified pathways related to synapse, nervous system development, and neurogenesis (Figure 2C). 

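On a list of genes of the dopaminergic synapse, fixed in advance from general knowledge of the pathway, 55 of 95 tested members were on the higher side in the deprived libraries and 40 on the lower, with a median log2 fold change of 0.10. GRIN2A, an NMDA receptor subunit, had a log2 fold change of 1.70 (standard error 0.25, edgeR adjusted p = 0.265), GNG3, a G protein subunit of neurons, one of 1.21, and the kinase gene CAMK2A one of 1.75. These 3 passed edgeR's test adjusted over the list alone, 0 passed over all genes, and DESeq2 called 5, all higher. Camera's upward call (adjusted p = 0.00952) had an adjusted p = 0.283 with an estimated correlation. Without Control-317, which confounds condition with side by title, edgeR called 17 members as higher and 9 as lower.

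By the fold criterion of the paper's tables, transcripts of 11 genes of the list differed by the deposited labels, 6 higher and 5 lower. These genes were CAMK2A, CAMK2G, CLOCK, DRD1, GNB1, GRIA3, GRIN2A, GSK3B, ITPR1, MAPK9 and MAPK10, and the gene total moved beyond 2-fold in the same direction for 5 of the 11 transcripts. With the division of the paper's tables 12 genes did, 9 higher and 3 lower. The lower ones were the dopamine receptors DRD1 and DRD2 and PPP1R1B, a phosphatase inhibitor that dopamine regulates, with log2 ratios of mean FPKM of -2.38, -2.70 and -2.53. All 3 are also on the list of striatal spiny projection neurons, of which 31 of 32 members were on the lower side under that division. By the deposited labels the ratios of these 3 transcripts were -1.18, -1.32 and -1.46. The sheet of Supplementary Table 2 on this pathway could not be read in full and is not used here.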

Thirteen DEGs were grouped in the dopaminergic pathway (Figure 2C). 

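DRD1 differed widely between the control libraries. Summed over its transcript variants, it had 437 CPM in Control-307, 375 in Control-331 and 40.9 in Control-317, against 124 in Deprivated-316 and 98.1 in Deprivated-326. The mean was 284 ± 213 (SD, n = 3) in the control group and 111 ± 18.5 (SD, n = 2) in the deprived group. The log2 fold change was -1.35 (standard error 0.95) and did not pass edgeR's test (adjusted p = 0.684). The value rests on Control-317, the library lowest in DRD1, since without it the log2 fold change was -1.87 and passed (edgeR adjusted p = 0.0166). Over the libraries left out in turn the adjusted p ran from 0.0166 to 1. With the division of the paper's tables it was -2.17 (standard error 0.67, edgeR adjusted p = 0.697), and DESeq2 gave an adjusted p = 0.0562.

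Markers of striatal spiny projection neurons, the cells of the nearby caudate and putamen in which DRD1 is abundant, moved with DRD1 from library to library. The mean of the other 31 markers of a list fixed in advance was 7.47 and 7.49 log2 CPM in Control-307 and Control-331, 6.21 and 5.95 in Deprivated-316 and Deprivated-326, and 4.39 in Control-317. Of those 31 markers, 29 had a negative log2 fold change in the deprived libraries. The list includes STRIP2 (-0.93), GNAL, the G protein subunit coupled to DRD1 in the striatum (-0.87), and the transcription factor ISL1 (-2.21). Its median with DRD1 was -1.09 over 32 members, with a camera adjusted p = 0.00245 at the preset correlation and an adjusted p = 0.536 with an estimated correlation. The camera call ended without Control-307 (adjusted p = 0.256), without Control-331 (adjusted p = 0.213) and without Deprivated-326 (adjusted p = 0.0696). Without Control-317, edgeR called 23 of the 32 as lower and 0 as higher, with side by title confounded with condition here and in the DRD1 value above. The list was written after 3 of its genes (DRD1, RGS9 and ARPP19) had been seen lower in the paper's tables.

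**Figure D1:**
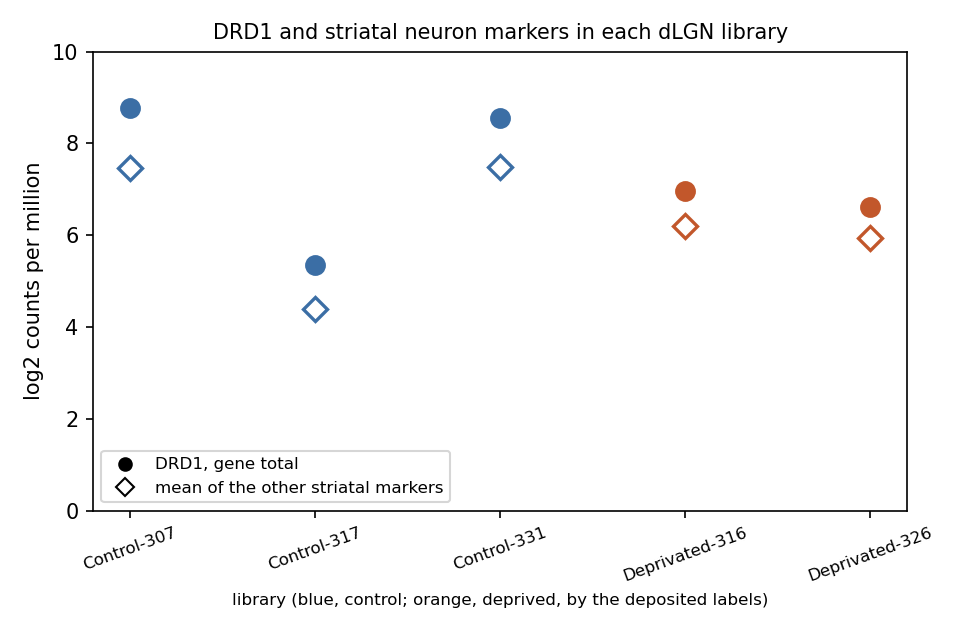
DRD1 (filled circles) and the mean of the other striatal neuron markers (open diamonds) in each dLGN library, in log2 CPM, coloured by the deposited labels. Both lie highest in Control-307 and Control-331 and lowest in Control-317.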

Dopamine receptor D1 (DRD1) is a member of this pathway. A list of DEGs classified by a biological process is available in the supplementary.

**FIGURE 2:**
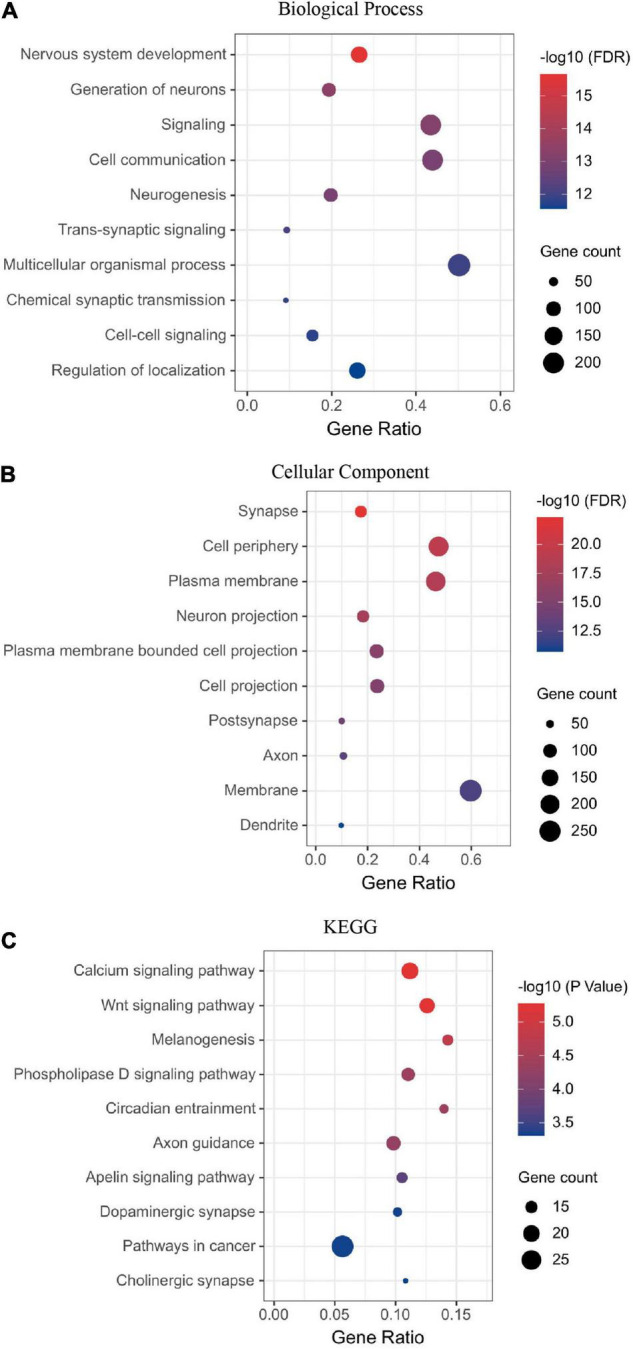
Visual deprivation leads to the regulation of neural developmental factors in the primate dLGN, as shown in the enrichment analysis of DEGs **(A)** Biological process. **(B)** Cellular component. **(C)** KEGG analysis of DEGs.

Thus, the mRNA sequencing results demonstrated that visual deprivation leads to the regulation of neural developmental factors in the monkey dLGN.

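Genes induced by neuronal activity were higher in the deprived libraries for 21 of 27 tested members, with a median log2 fold change of 1.13. NR4A2, a nuclear receptor, had 112 and 55.5 CPM in the deprived libraries and 4.21 to 10.9 in the control libraries (log2 fold change 3.56, standard error 0.51, edgeR adjusted p = 0.255). JUN and FOSB, subunits of the transcription factor AP-1, had log2 fold changes of 1.13 and 2.58, and the kinase SIK1 one of 1.10. These 4 passed edgeR's test adjusted over the list alone and 0 members passed over all genes, while DESeq2 called 4. The direction turned with the division of the paper's tables, with 10 members on the higher and 17 on the lower side (median -0.18). By the labels, camera gave the list an adjusted p = 1.2e-08 at the preset correlation and an adjusted p = 0.283 with an estimated correlation.

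Markers of other regions and cell types moved with the groups too. Of 21 markers of cortical and hippocampal excitatory neurons, 19 were on the higher side in the deprived libraries, with a median of 1.93. The transcription factor TBR1 had a log2 fold change of 5.74, and BHLHE22 was at 0 in every control library and at least 142-fold higher against a floor of 3 counts over the group (the median stays 1.93 with this bound). Markers of myelinating oligodendrocytes were on the lower side for 14 of 14 members (median -0.69, with MOG at -0.91 and CNP at -0.75). Their mean was 8.88, 8.41 and 8.71 log2 CPM in Control-307, Control-317 and Control-331. In Deprivated-316 it was 7.63 and in Deprivated-326 8.42, so that Deprivated-326 lay beside Control-317. Microglia markers were on the lower side for 14 of 15 (median -0.76, C1QA at -1.23), and those of the choroid plexus and ependyma for 11 of 12 (median -2.23). Without Control-317, in which the choroid plexus gene for transthyretin (TTR) had 1027 CPM against 68.0 and 119 in the other control libraries, the choroid plexus list's camera call ended (adjusted p = 0.207). That list's median was then -0.51 over 11 members. The markers of thalamic relay neurons, the projecting cells of the dLGN, had no camera call (median -0.07, mean 0.06, adjusted p = 0.154), and were called as higher without Control-317 (adjusted p = 2.6e-04) and without Deprivated-316 (adjusted p = 0.00891).

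In all, camera at the preset correlation called 18 of 23 lists, 10 higher and 8 lower, and with an estimated correlation it called 0 (smallest adjusted p = 0.283). With the libraries divided as in the paper's tables it called 12 of 23, and 0 with an estimated correlation. The striatal list then had a median of -1.85 (adjusted p = 3.1e-22), the thalamic relay list one of 1.52 (adjusted p = 1.4e-11), and the cortical and hippocampal list one of -0.54 (adjusted p = 0.0703). The choroid plexus list was called in the opposite direction there (median 2.35, adjusted p = 5.6e-04), and the oligodendrocyte markers were on the lower side for 7 of 14 members (median -0.03).

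From the enrichment of the differentially expressed genes in neural and synaptic categories (Figure 2), the paper concludes that depriving an eye of form vision changes the expression of factors of neural development in the monkey dLGN.

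**Figure D2:**
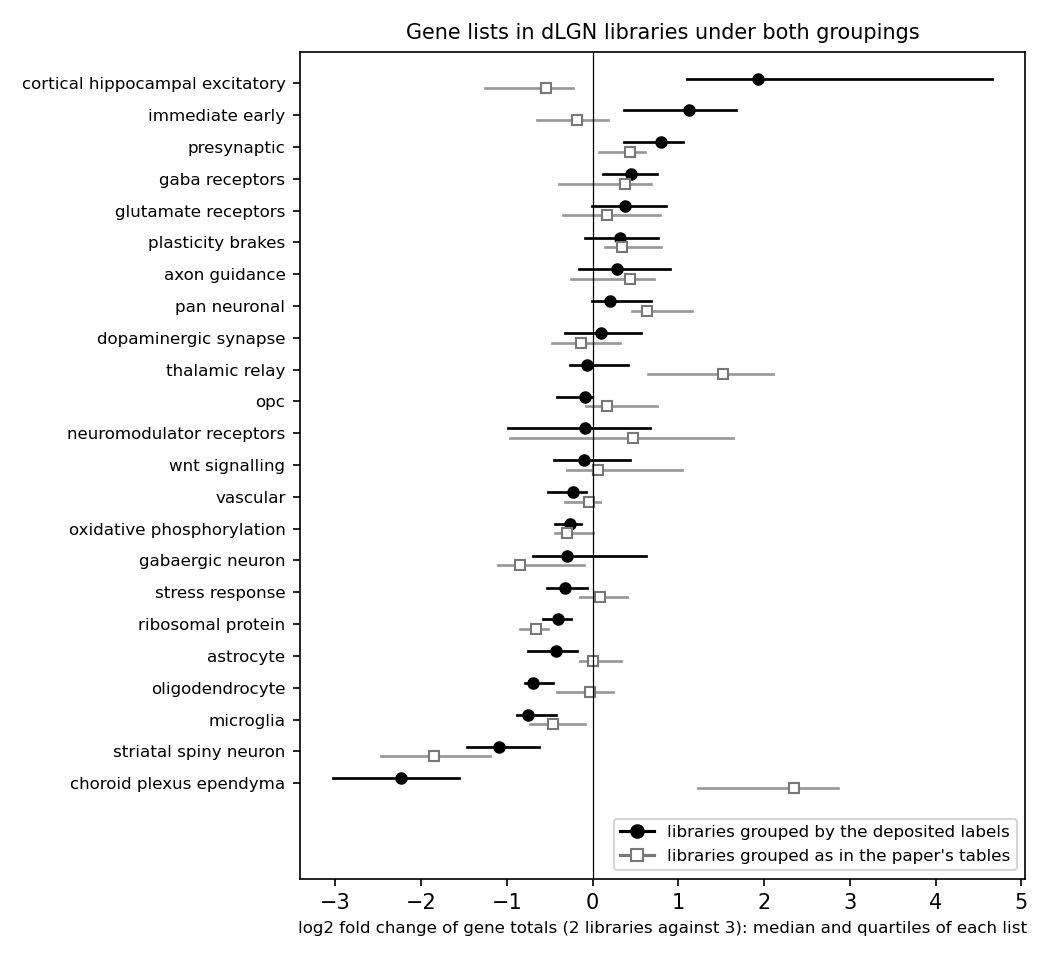
Median log2 fold change of gene totals for each of 23 gene lists, with bars from the first to the last quartile, by the deposited labels (black) and by the division of the paper's tables (grey). The cortical and hippocampal list lies at 1.93 by the labels and at -0.54 by the tables.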

### Dopamine Receptor D1 Is Downregulated in the Lateral Geniculate Nucleus of Amblyopia Models

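Among 6 receptor genes, DRD1, SSTR3, ROBO1, ROBO2, GRIN1 and GABRB2 (Table 3), the NMDA receptor subunit GRIN1 had the gene total with the smallest p, with 829 and 660 CPM in the deprived libraries and 297 to 561 in the control libraries (log2 fold change 0.89, standard error 0.34, edgeR adjusted p = 0.497). The gene totals of SSTR3, a somatostatin receptor, of ROBO1 and ROBO2, receptors of the SLIT ligands, and of GABRB2, a subunit of the GABA-A receptor, had log2 fold changes of 0.35, 0.10, 0.29 and 0.36. SSTR3 had 32.8 CPM in Control-317, 1.45 and 1.91 in Control-307 and Control-331, and 12.3 and 18.6 in the deprived libraries.

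For 4 of these genes the transcript in Table 3 is a minor variant. It held 1.11% to 19.7% of the counts of ROBO1, 0% to 26.9% of those of ROBO2, 0.512% to 12.6% of those of GRIN1 and 0% to 15.9% of those of GABRB2, whereas SSTR3 has 1 transcript in the files. By the deposited labels the log2 fold change was -1.15 (standard error 1.14) for the DRD1 transcript, 0.33 for that of SSTR3, -0.30 for ROBO1, -2.43 for ROBO2 and -1.98 for GRIN1. The GABRB2 transcript had 343 and 340 counts in Control-307 and Control-331 and 0 in Control-317 and both deprived libraries, at least 115-fold lower in the deprived group against a floor of 3 counts over the group. None of the 6 transcripts and none of the 6 gene totals passed edgeR's quasi-likelihood test, over all tested or adjusted over the list alone. DESeq2 called the GABRB2 transcript (adjusted p = 0.0462) and no gene total, and the exact test called none. At an unadjusted p under 0.05 there was 1 gene total, that of GRIN1, and 0 transcripts.

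Control-317 decides several of these values, and leaving it out confounds condition with side by title. Without it the gene totals of SSTR3 (log2 fold change 3.19, edgeR adjusted p = 0.0191) and GRIN1 (1.21, edgeR adjusted p = 0.0236) passed together with DRD1, and the transcripts of ROBO1 and GRIN1 turned to 2.06 and 1.05. The sign of the SSTR3 gene total turned without Control-307 (-0.17) and without Control-331 (-0.15).

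With the libraries divided as in the paper's tables, the transcripts had log2 fold changes of -2.38 for DRD1, 2.30 for SSTR3, 2.67 for ROBO1, -7.81 for ROBO2 and 2.81 for GRIN1. The ROBO2 transcript was the 1 of 6 to pass edgeR's test adjusted over the list alone (adjusted p = 0.0252; 0.888 over all transcripts), and DESeq2 called it and the GABRB2 transcript. The gene totals of ROBO1, ROBO2, GRIN1 and GABRB2 then had log2 fold changes of 0.83, -0.84, 0.32 and 0.69, and that of ROBO1 passed edgeR's test adjusted over the list alone (adjusted p = 0.0333) and DESeq2 (adjusted p = 0.0285).

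**Figure D3:**
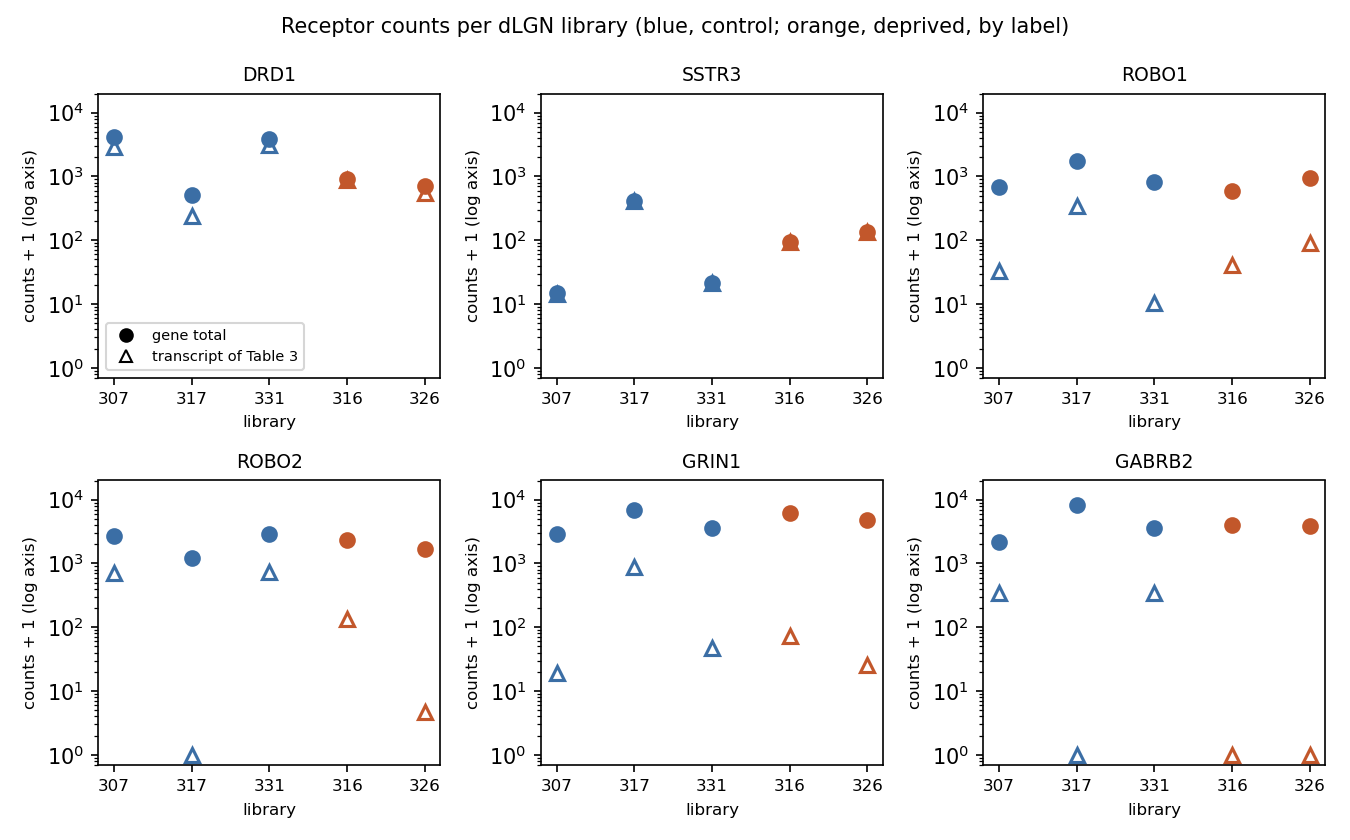
Estimated counts plus 1 (log axis) of each receptor's gene total (circles) and of its transcript in Table 3 (triangles) per dLGN library, coloured by the deposited labels. The GABRB2 transcript is at 0 counts in Control-317 and both deprived libraries, where the gene total is 3804.5 to 8222.9 counts.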

Because synaptic receptors play pivotal roles in neural plasticity and functions, we selected six receptors from the DEG list for further verification (Table 3). First, we checked the expression of these receptors in monkey LGN by qPCR. The up- or downregulation of these receptors was verified to be the same as the results from mRNA sequencing (Figure 3A).

**TABLE 3:** Receptors selected for verification that were associated with neural development.

ID	Gene symbol	Intact count	Ipsilateral* count	Intact_ fpkm	Ipsilateral* fpkm	log2 (FC)	*p* value
XM_005558557.2	*DRD1*	2283.8	391.1	34.5	6.6	−2.4	0.003619547
XM_005567378.2	*SSTR3*	41.8	272.7	0.6	2.9	2.3	0.045261342
XM_015446591.1	*ROBO1*	26.7	219.3	0.3	1.8	2.7	0.024738274
XM_015445436.1	*ROBO2*	530.9	1.9	3.7	0.0	−8.0	1.9956E-08
XM_005580340.2	*GRIN1*	45.5	453.2	0.8	5.6	2.8	0.019992267
XM_005558445.2	*GABRB2*	227.6	0.0	2.1	0.0	−11.0	0.000460176

*“Ipsilateral” means the dLGNs on the side ipsilateral to the sutured eyes.

**FIGURE 3:**
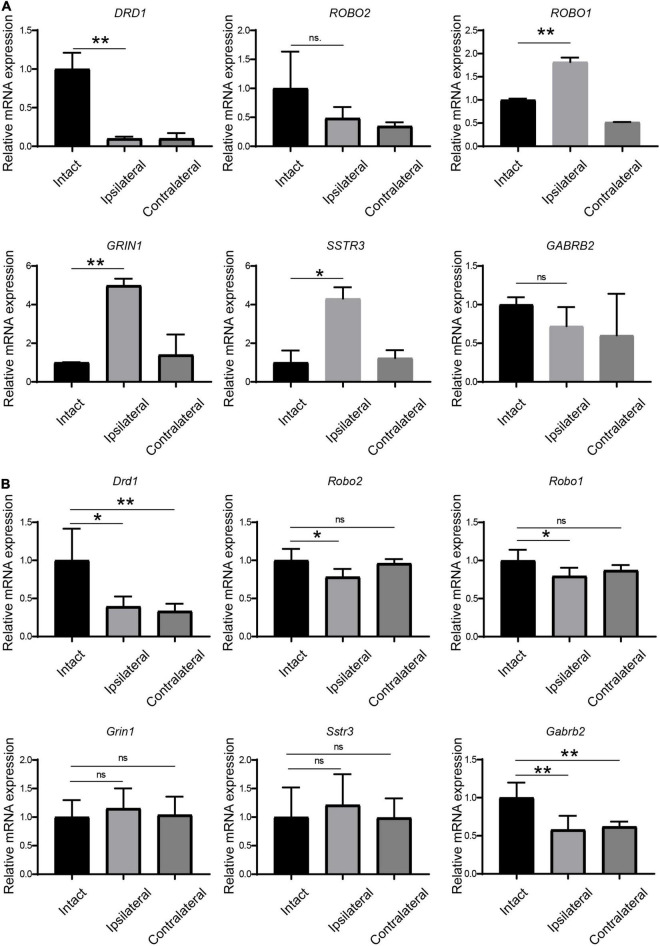
Verification of the regulation of receptors in LGN samples from amblyopia models by qPCR. **(A)** Verification in the monkey model of amblyopia. **(B)** Verification in the mouse model of amblyopia. Data represent the mean ± SE. *n* = 3 for **(A)** and *n* = 5 for **(B)** in all groups, *p < 0.05, **p < 0.01.

Next, we examined the expression of these receptors by qPCR in amblyopia mouse samples. As shown in Figure 3B, *Drd1* and *Gabrb2* were downregulated in both ipsi- and contralateral LGNs in the mouse model, which was consistent with the corresponding regulation in the monkey model. The other four selected receptors were not regulated in the same ways as they were in the monkey model.

### Dopamine Receptor D1 Is Specifically Downregulated in the Target Regions of Mouse Amblyopic Eyes

Of the six receptors under investigation thus far, the regulation of *Drd1* was consistent in mRNA sequencing and in the qPCR study. In addition, we know that levodopa, a precursor of dopamine, has been under clinical trials for the treatment of amblyopia for years. Therefore, *Drd1* was selected for further investigation. Thus, we checked the protein expression of DRD1 in the LGN of the mouse amblyopia model by Western blot. The semiquantitative study showed a 15–20% downregulation of expression in both ipsilateral and contralateral LGNs (Figure 4).

**FIGURE 4:**
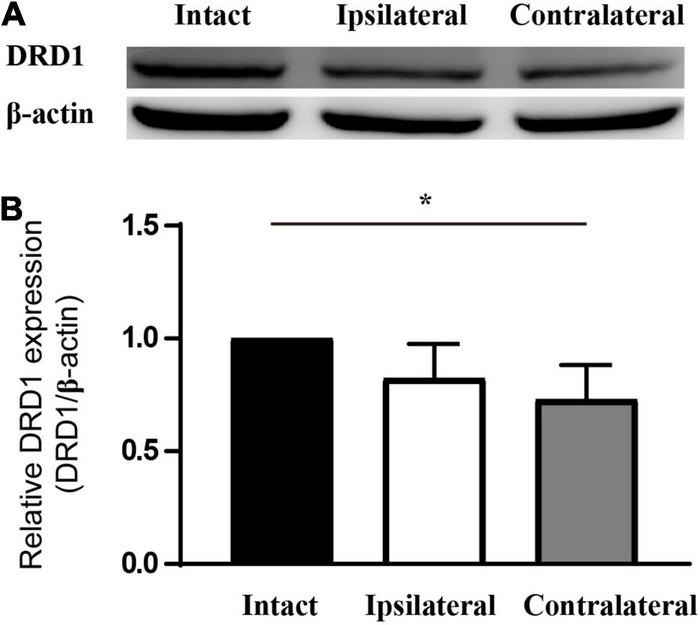
DRD1 is downregulated in the LGN of monocularly deprived amblyopic mice. **(A)** Western blot of samples from mouse LGN. **(B)** Statistics of the relative expression level of DRD1. Set the value of intact LGN as 1. Data represent the mean ± SE. *n* = 3, *p < 0.05.

Next, we examined the distribution of DRD1 in the subregions of the mouse dLGN by immunostaining. In the coronal sections of intact (control) mouse brains, DRD1 immunoreactive (IR) cells and fibers were identified in the dLGN. A strong IR was detected in the outer shell portion and the ventrolateral region of the inner core portion. Light IR was detected in the dorsomedial region of the inner core portion (Figures 5A1–A2,B1–B2).

**FIGURE 5:**
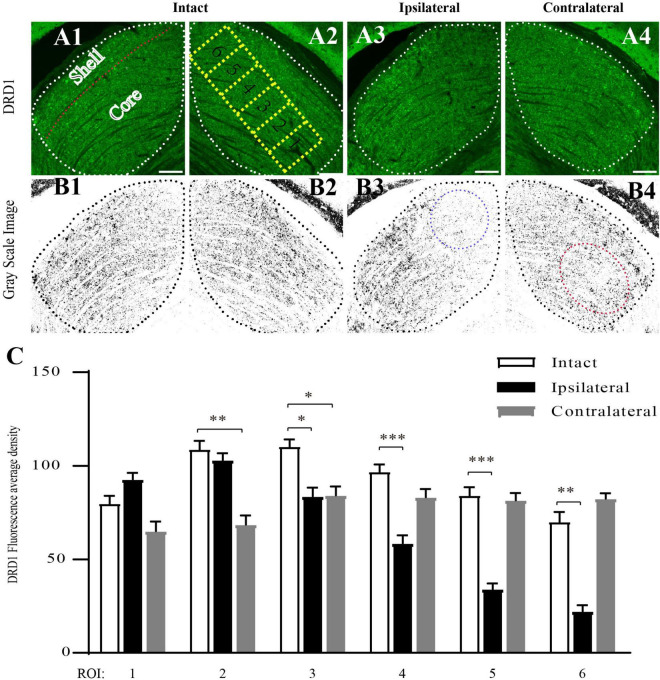
Downregulation of DRD1 in dLGNs in the target regions of mouse amblyopic eyes. **(A1–A4)** Anti-DRD1 immunostaining in the dLGN. The dashed white line delineates the dLGN. The shell and core regions are separated with a dashed red line in **(A1)**. Six ROIs (region of interest) in **(A2)** represent the areas for measuring and statistics. **(B1–B4)** Grayscale image of anti-DRD1 immunostaining for statistics. The most downregulated areas are indicated with a dashed blue circle in **(B3)** and a dashed red circle in **(B4)**. **(C)** Quantification of the normalized fluorescence intensity of DRD1 staining. Data represent the mean ± SE, *n* = 8 for the intact group, *n* = 6 for both ipsilateral and contralateral groups, *p < 0.05, **p < 0.01, ***p < 0.001.

The pattern of DRD1 IR in the dLGN of the amblyopic mice was similar to that in the control group. However, lighter staining was identified in the dorsomedial region of the ipsilateral dLGN (Figures 5A3,B3) and in the ventrolateral region of the contralateral dLGN (Figures 5A4,B4) compared to the intact group.

To obtain a semiquantitative estimation of the intensity of DRD1 staining, we analyzed its regional expression. Green DRD1 IR was converted to gray. The core portion of the dLGN was divided into six rectangles along its long axis, each corresponding to a region of interest (ROI). The average staining intensity in each ROI was calculated. As shown in Figure 5C, in the ipsilateral dLGN, DRD1 IR was at a similar level as that of the control in ROIs 1–3 but was downregulated to less than half of the level of the control group in ROIs 5–6. In the contralateral dLGN, DRD1 IR was downregulated to approximately two-third of the level of the control group in ROIs 1–3 but not in ROIs 4–6. Both regions of downregulation were exactly the targets of the projections from the amblyopic eye. These data demonstrated the downregulation of DRD1 in the dLGN in the target regions of the amblyopic eye.

## Discussion

In the mRNA sequencing study of the dLGN from the primate model of amblyopia, we obtained over 800 DEGs. The most enriched categories of these DEGs were related to neural development. Of these DEGs, *DRD1* was confirmed to be downregulated in both primate and rodent amblyopia models. More interestingly, an immunofluorescence study revealed that it was specifically downregulated in bilateral dLGNs in the target region of the visual projection from the form-deprived eye.

The qPCR study demonstrated that the regulation of the selected receptors was not the same pattern between the monkey and mouse models. The difference may be caused by many reasons. The first is the different ratios of crossed and uncrossed retinal projections into the LGN. In the mouse optic nerve, approximately 90% of retinal axons cross the midline and project to the contralateral LGN, with less than 10% projecting to the ipsilateral LGN. However, in the primate optic nerve, the ratio of ipsi- vs. contralateral projection is 1:1 (Herrera and Mason, 2007). The second reason may be the different structures of the LGN between primates and rodents. The primate LGN exhibits a laminar structure, whereas the rodent LGN is essentially homogeneous (Seabrook et al., 2017). A third reason is that the two models were closed at different time points. The monkey model was closed at 4 months when the critical period is still on (Daw, 1998). The mouse model was closed after the end of the critical period (Huberman et al., 2008).

The significance of this study lies in four aspects. First, it provides an overall map of factors in the LGN which are regulated in amblyopia. Although it is well known that amblyopia is a developmental disease, the molecular mechanism is still unclear. The broad range of factors identified in this developmental disease delineates a large map of factors regulated in the dLGN of amblyopia animal models, although many of them are still to be confirmed and studied in detail.

Second, this study suggests a specific molecular mechanism of amblyopia, that is, the downregulation of DRD1 in the target region of the form-deprived eye. As a catecholamine, dopamine is an important neurotransmitter involved in neural function and plasticity (Kasamatsu and Pettigrew, 1979; Zhou et al., 2000; Guo et al., 2002). A decrease in dopamine was observed in the retina of both rat and monkey models of monocular deprivation and thus was considered a possible reason for amblyopia (Melamed et al., 1986; Imamura and Kasamatsu, 1989; Iuvone et al., 1989; Sengpiel, 2014). Taken together, our and the former findings suggest that impaired development of the DA system in the retina-dLGN pathway could be a molecular mechanism of amblyopia.

The third significance is that this study presents a possible reason for the failure of levodopa treatment for amblyopia. Levodopa has been in clinical trials of amblyopia treatment for over 30 years (Hoyt, 2015; Vagge et al., 2020). However, its effect is uncertain (Leguire et al., 1993a; Procianoy et al., 1999). The decrease in DRD1 in the LGN in the target region of the amblyopic eye provides one possible reason for the failure of some cases. As the main dopaminergic receptor, the regional decrease in DRD1 in the LGN may lead to the failure of levodopa application. On the other hand, this study also opens the possibility of novel strategies for amblyopia treatment, which means DRD1 in the dLGN can be another target for amblyopia treatment.

The fourth significance would be that we revealed LGN is also a highly impacted region in amblyopia. Over the past decade, the research into animal models and clinical cases has led to a growing understanding of the pathology of amblyopia. The primary and secondary visual cortices are often considered the basis of amblyopia (Hess, 2001; Hess et al., 2009, 2010, 2011; Brown et al., 2013). The LGN is less studied. As the primary recipient of the outputs from both eyes, the LGN is a site of precortical binocular processing (Dougherty et al., 2021). The significant role of the LGN lies in its locus between the retina and the visual cortex. Its special position suggests that it may play important roles in the formation of amblyopia (Wong et al., 2005; Baker et al., 2007; El-Shamayleh and Movshon, 2011).

Despite the significance drawn so far, we know that there are still some limitations in this study, which means more work to be done to understand the mechanism of amblyopia. First of all, we mainly followed DRD1 from the long list of candidates. It would be fascinating to verify and fellow the roles of more factors in the process of amblyopia formation. Even for DRD1, more works are still waiting, such as functional study and its relationship with other amblyopia factors in LGN.

Secondly, this study only focused on dLGN, more work is needed to verify the sequencing results of the other brain regions. An intriguing study would be to investigate the relationship between the amblyopia factors in LGN and other regions.

The third limitation would be that it is still an open question whether the downregulation of DRD1 is a primary cause of amblyopia or just a downstream consequence of monocular form deprivation. We may determine that the initial downregulation of DRD1 in both LGNs could be caused by the failure of vision stimulation from the form-deprived eye because the form deprivation is the initial treatment in our animal models. However, the downregulation of DRD1 leads to more downstream defects. Thus, it should be investigated in clinical trials.

In summary, we identified the downregulation of DRD1 in dLGN in the target regions of form-deprived eye. It suggests DRD1 as an amblyopia factor. Its regional downregulation may be the reason for the failure of levodopa in the treatment for amblyopia. Also, DRD1 itself may serve as a new target of clinical trials.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Animal Ethics Committee of the Zhongshan Ophthalmic Center, Sun Yat-sen University.

## Author Contributions

ZW, DY, PW, XL, JY, and ZT conceived this study. DL, ZW, WC, TS, and XQ performed the experiments. DL, KW, WC, and JL analyzed the data and prepared the figures. DL and ZT wrote the manuscript. DY, PW, JY, and XL reviewed and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

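RNA from the dLGN of 5 cynomolgus monkeys was sequenced by the authors, with 1 library per animal. By the deposited labels, 3 libraries are from control monkeys (Control-307, Control-317 and Control-331) and 2 from the left dLGN of monkeys with a sutured left eye (Deprivated-316 and Deprivated-326). The paper places the suture at 1 month of age and collection 3 months later. The p-values of single genes and transcripts measure the spread between these animals. Those of camera compare a list with the other genes and depend on the correlation taken between genes.

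The estimated counts and the FPKM of 62655 RefSeq transcripts were made by the authors with StringTie 1.3.4 in a reference-based way, on the Macaca_fascicularis_5.0 assembly, after filtering reads with fastp 0.18.0. The paper names HISAT2 as the aligner, and the deposited processing notes also list Bowtie2 2.2.8. No coordinates are given, because the reference at hand is of another assembly, and gene symbols are those of the deposited table (20576 symbols). Total estimated counts were 9424975, 12966019 and 10084102 in Control-307, Control-317 and Control-331, and 7607859 and 7391844 in Deprivated-316 and Deprivated-326. Between 13613 and 14022 genes had at least 10 counts in a library. Where a group is at 0, folds were computed against a floor of 3 counts over the group, which covers counting error only, since reads carry no molecular identifiers.

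Estimated counts were rounded to whole numbers and tested as transcripts and, summed over all transcripts of a symbol, as gene totals. The test was edgeR 4.0.16's quasi-likelihood test (R 4.3.3) after TMM normalization and edgeR's filter on low counts, which kept 33469 transcripts and 14317 genes; adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. CPM are counts scaled to each library's TMM-normalized total, and log2 CPM used a prior count of 2. Transcripts were also counted by the fold criterion that Supplementary Table 2 shows, a log2 ratio of mean FPKM beyond 2 in size, with 0 set to 0.001, and a larger group mean of at least 200 counts. The paper's text names no test for its differentially expressed genes; its statistics section names t-tests and ANOVA for the study in general.

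There were 26 gene lists, fixed with the test, the alternatives and the rule for named genes before the data were examined. They cover neuron and glia types, nearby brain regions, receptors, synaptic genes, axon guidance, Wnt signalling, the dopaminergic synapse, activity, plasticity, energy metabolism, ribosomes and stress. For 23 with at least 5 tested members, edgeR's camera was run with a preset correlation of 0.01 and again with an estimated one, each adjusted over the lists; every camera p in the text is an adjusted p from edgeR. By the labels the estimated correlation ran from -0.00857 for astrocytes to 0.748 for striatal neurons, against the preset 0.01. Lists of blood cell markers and of genes of the sex chromosomes had 0 members tested, and a list of koniocellular markers had 3. The rule for named genes took, besides the receptors of Table 3, the 10 genes and 5 transcripts in each direction with the largest change among those past the test, or else the smallest p-values, with non-overlapping groups and a mean log2 CPM of at least 1, and up to 4 members of each list described; some members are not reported here.

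The alternatives were edgeR's exact test, DESeq2 1.42.0, limma 3.58.1 on log2 FPKM, other size factors, filters, pseudocounts and fold criteria, an estimated correlation, fry, and leaving out each library in turn. The division of the libraries that the paper's tables follow, with Control-317 and Deprivated-316 exchanged, was added after the data were examined, as was a grid of 32 fold criteria. Each test was tested on simulated counts with the means, library sizes and dispersions of these libraries for 14317 genes. The quasi-likelihood test recovered 0%, 26.0%, 80.0% and 92.0% of 50 genes each changed by a log2 fold of 1, 2, 3 and 4, and made 4 false calls among 14117 unchanged genes. The exact test recovered 4%, 64.0%, 94.0% and 98.0% with 53 false calls, and DESeq2 12.0%, 70.0%, 96.0% and 98.0% with 68.

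The qPCR, Western blot and immunostaining data of the paper are not analysed here, and the sheet of Supplementary Table 2 on the dopaminergic synapse, which could be read only in part, is not used here. Enrichment of gene ontology terms was not computed, because the full list of the study's differentially expressed genes is not analysed here.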

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

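Among the tests reported here, those with the libraries divided as in the paper's tables, the interval of the position of DRD1 among the striatal markers, with the rule that reads it, and the count over other divisions of the libraries were chosen after the results were seen.

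A set of 5 gene lists were called as higher in the deprived libraries by edgeR's camera at the preset correlation although the paper does not analyse them as lists, which is what brought them here, and 0 of them were called with an estimated correlation. The median log2 fold change was 1.93 for markers of cortical and hippocampal excitatory neurons, 1.13 for activity-induced genes, 0.32 for genes of critical period plasticity, 0.20 for genes of neurons in general and -0.09 for receptors of neuromodulators, whose median goes against the call. In this order the medians were 1.86, 0.89, 0.59, 0.97 and 0.89 without Control-317, where side by title goes with condition, so that the last then went with the call. Genes of neurons in general had a mean of 8.50 log2 CPM in Control-317, above the deprived libraries (8.36 and 8.43) and the other control libraries (7.30 and 7.55). The call for genes of neurons in general ended without Control-307 (edgeR adjusted p = 0.142) and without Control-331 (adjusted p = 0.084).

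DRD1 was lower in the deprived libraries, and 29 of the other 31 striatal markers were lower with it, with a median log2 fold change of -0.93 that falls between the bounds set in advance for (-1) and against (-0.5) striatal tissue in the control libraries. Striatal tissue thus stays open by the labels. DRD1 lay above 38.7% of these markers (Wilson 95% interval 23.7% to 56.2%), where a fall of DRD1 alone within dLGN cells needed a position below 10%. The position was thus not the one that such a fall, as the whole cause, predicts. The interval treats the markers as independent draws, though their estimated correlation was 0.748. It does not measure the spread between animals, so no position is excluded by it. With the libraries divided as in the paper's tables the median was -1.64, which is what striatal tissue in libraries of the intact group predicts. DRD1 then lay above 41.9% of the markers (interval 26.4% to 59.2%, with the same limit), again not the position that a fall of DRD1 alone predicts. DRD1 minus the mean of the other markers was 1.30, 0.98 and 1.06 in the control and 0.75 and 0.67 in the deprived libraries, which do not overlap (difference -0.40, SD within groups 0.14), and differed by -0.22 by the tables (SD within groups 0.26), so that a smaller change within dLGN cells stays open. A candidate source is the tail of the caudate, which lies close to the dLGN; this is a hypothesis that in situ staining of other striatal markers in the dLGN would test.

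Of the 32 striatal markers 6 are also on another of the lists, and without the 3 genes seen in the paper's tables the medians were -0.93 by the labels and -1.64 by the tables.

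Control-317 differed from the other control libraries by a log2 difference beyond 1 in 27.4% of genes. That share was also 27.4% after every library was thinned to 7391783 counts. The values were scaled to library totals before and after, and random thinning leaves such values the same on average. The share could thus hardly have fallen, and the result does not decide whether library size is the cause. Marker lists differed as tissue of another region or cell type predicts: relative to the other control libraries, the median log2 difference in Control-317 was 2.99 for the choroid plexus and ependyma, 2.03 for thalamic relay neurons and -2.79 for striatal neurons. Control-317 is also the only control library titled as left, like both deprived ones, though the control descriptions say that both sides were combined, so that side, animal and dissection are confounded and stay open. A wrong label stays open too. The paper reports monkey qPCR (not analysed here) in the direction of its tables for all 6 receptors. By the labels the transcripts of ROBO1 and GRIN1 have the other sign, but their gene totals (0.10 and 0.89) have the same sign. The gene totals of ROBO2 and GABRB2 (0.29 and 0.36) have the other sign, but their transcripts are lower, as in the paper. The GABRB2 gene total has the other sign with the tables' division too (0.69), so it cannot separate the divisions. Deprivated-316 correlated more with Deprivated-326 (0.945) than with Control-307 or Control-331 (0.888 and 0.897), as the labels have it. Control-317, however, correlated more with Deprivated-326 (0.899) than with either other control library (0.849 and 0.872). Deprivated-326 in turn correlated least with Control-317, and more with Control-307 (0.904) and Control-331 (0.914).

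DESeq2 called 328 genes between the labelled groups. The 10 divisions of 5 libraries into 3 and 2 are too few for a share under 0.05; 2 of them, the labelled one included, gave as many genes, and the highest other value was 1576, for Control-307 and Control-331 against the rest. These are the libraries titled as right against those titled as left. A count that large points to a structure of the samples other than the labelled groups; whether it is the side was not tested.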

How the results depend on the processing

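Alternatives with the libraries divided as in the paper's tables were chosen after the data were examined; the others were set before. Of results for single genes and transcripts under the settings set before, 274 and 179 kept direction and side of the threshold, 84 and 31 passed a threshold that they had missed, and 6 and 8 turned in sign. Leaving out a deprived library leaves 1 library, which is assumed to vary like the control group. The transcript of GABRB2 falls under the filter without Control-307 or Control-331 and has no value there. Of the 407 transcripts past the fold criterion, 106 had an FPKM of 0 throughout one group. The cause was not tested for any changed result.

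Genes past the threshold, 0 in the quasi-likelihood test, were 328 in DESeq2, 227 in the exact test, 1 in limma on log2(FPKM + 1) and 1397 at an unadjusted p under 0.05, and with the tables' division 108 in DESeq2 and 78 in the exact test. Transcripts, also 0, were 1039, 464 and 2145 in DESeq2, the exact test and unadjusted, and 753 and 253 with the tables' division in DESeq2 and the exact test. Leaving out each library in turn gave 0 to 1420 genes, the 1420 without Control-317. Of the 20 named genes, none past the quasi-likelihood test, 20 passed DESeq2, 19 the exact test, 1 limma and 20 unadjusted, with 0 to 20 over the libraries left out (20 without Control-317). Of the 6 receptor transcripts 1 passed DESeq2, and with the tables' division 2 passed DESeq2 and 1 the exact test. Of the 6 receptor genes 1 passed unadjusted, 1 passed DESeq2 with the tables' division, and 0 to 3 passed over the libraries left out (3 without Control-317).

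The fold criterion, 407 transcripts, gave 1574 at a log2 ratio beyond 1, 1816 at a count minimum of 50, 13142 with no count minimum, 145 with an unadjusted p under 0.05, and 479 to 724 over the libraries left out (724 without Deprivated-326). The share of these transcripts whose gene total moved with them, 32.4%, ran from 21.9% to 51.7% (without Control-317). Of the transcripts of Supplementary Table 2, none past the quasi-likelihood test, 16 passed DESeq2 and 2 the exact test, and 77 and 32 with the tables' division; the number in the printed direction, 146, was 310 with that division and 108 to 261 over the libraries left out (261 without Control-317).

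The ROBO1 transcript, at -0.30, turned to 0.03 in limma on log2(FPKM + 1), with and without a filter, to 0.50 on log2(FPKM + 0.1), and to 2.67 with the tables' division, where the GRIN1 transcript turned to 2.81 and the ROBO2 gene total to -0.84. That division also turned STYK1 (-0.42), TMEM155 (-0.16), SLIT1 (-0.12), NPTX1 (-0.67), KHDRBS2 (-0.24), NWD2 (-0.16), GFRA2 (-0.10), MEF2C (-0.20), CDYL2 (0.04), DENND5B (0.51), KCTD3 (0.07), SPARC (0.08) and the transcripts of MEF2C (-0.37), STYK1 (-0.48) and SLIT1 (-0.13). Over the libraries left out, the transcript of SSTR3 ran from -0.22 to 3.14, of ROBO1 from -1.02 to 2.06 and of GRIN1 from -2.93 to 1.05, and the gene total of SSTR3 from -0.17 to 3.19, of ROBO1 from -0.30 to 0.47 and of ROBO2 from -0.06 to 0.51; the upper ends are without Control-317, except for the ROBO2 gene total, whose lower end is.

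Of 18 lists called by camera, 0 were called with an estimated correlation, 0 by fry and 0 with the tables' division and an estimated correlation. With an estimated correlation the adjusted p was 0.283 for astrocytes, cortical and hippocampal neurons, the dopaminergic synapse, GABA receptors, glutamate receptors, activity-induced genes, microglia and neuromodulator receptors, 0.291 for axon guidance and presynaptic genes, 0.372 for the choroid plexus, oligodendrocytes, oxidative phosphorylation, plasticity and vascular cells, 0.457 for genes of neurons in general, and 0.536 for ribosomal proteins and striatal neurons. With fry it was 0.105 for astrocytes, cortical and hippocampal neurons, the dopaminergic synapse and activity-induced genes, 0.145 for GABA receptors, 0.146 for glutamate receptors and microglia, 0.152 for presynaptic genes, 0.219 for axon guidance, neuromodulator receptors and vascular cells, 0.221 for oxidative phosphorylation and plasticity, 0.223 for oligodendrocytes, 0.281 for the choroid plexus, 0.414 for genes of neurons in general, 0.512 for ribosomal proteins and 0.643 for striatal neurons. With the tables' division the direction turned for astrocytes (adjusted p = 0.595), the choroid plexus (0.000563), cortical and hippocampal neurons (0.0703), the dopaminergic synapse (0.457), GABAergic neurons (0.205), activity-induced genes (0.370), oligodendrocytes (0.830), their precursors (0.233) and stress genes (0.650); the call ended for GABA receptors (0.319), glutamate receptors (0.0703) and vascular cells (0.457), and thalamic relay neurons (1.41e-11) and Wnt signalling (0.00918) were called.

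Over the libraries left out, camera's adjusted p ran from 8.78e-05 to 0.207 for the choroid plexus (highest without Control-317), from 0.00303 to 0.0904 for neuromodulator receptors, from 2.02e-09 to 0.142 for genes of neurons in general, from 2.59e-17 to 0.0767 for ribosomal proteins (highest without Control-331), from 6.7e-36 to 0.256 for striatal neurons, from 0.000261 to 0.893 for thalamic relay neurons and from 0.0216 to 0.116 for vascular cells. Without Control-307 it was highest for neuromodulator receptors, genes of neurons in general, striatal neurons and thalamic relay neurons, and without Deprivated-316 for vascular cells. List members past the quasi-likelihood test, 0 in all, were 39 in DESeq2, 21 in DESeq2 with the tables' division, and 0 to 182 over the libraries left out (182 without Control-317).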

Differences from the paper's values

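The division of the libraries in the paper's tables and the grid of fold criteria were chosen as settings after the data were examined; all other settings were set before.

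The paper reports 818 differentially expressed genes, and 407 transcripts passed the fold criterion by the deposited labels. The count was within 1.5 times the paper's in DESeq2 on transcripts (1039), without Control-317 (588) and without Deprivated-326 (724), and outside it under the other settings set before, among them a log2 ratio beyond 1 (1574), a count minimum of 50 (1816), no count minimum (13142), an added unadjusted p under 0.05 (145), the exact test (464), a pseudocount of 0.1 (358), CPM in place of FPKM (408), other size factors, filters and limma (0 each), and without Control-307 (486), Control-331 (482) or Deprivated-316 (479). For the 492 genes that the paper reports as upregulated, 189 transcripts were higher by the labels; DESeq2 (411) and leaving out Control-317 (364) came within 1.5 times, and the other settings set before did not. For the 326 genes that the paper reports as downregulated, DESeq2 by the labels gave 628, outside 1.5 times. DESeq2 dropped 297 of the 310 transcripts of Supplementary Table 2 or gave them the other direction. With the tables' division, chosen after the values were seen and dropping 0 of the 310, 544 transcripts passed, outside 1.5 times the paper's total, of which 348 were higher, within it, and 196 lower, outside it (paper 326). DESeq2 with that division, also chosen after the values were seen, gave 753 and dropped 233 of the 310, with 227 higher and 526 lower, both outside. Of the 32 criteria of the grid, chosen after the data were examined, 10 gave a total within 1.5 times the paper's, so that the total alone does not single out a criterion. By the labels 5 did (610 to 1214 transcripts), dropping 273 to 308 of the 310. With the tables' division the other 5 did, of which a larger mean of at least 100 counts (1027 transcripts) dropped 0 and the 4 that also ask for a p under 0.05 (590 to 965) dropped 192. The paper's text gives a change of more than 2 times as its threshold, where its tables hold only log2 ratios beyond 2.

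For DRD1, Table 3 of the paper gives a mean ipsilateral count of 391.1 and FPKM of 6.6, a log2 fold change of -2.4 and a p of 0.003619547, and the values by the labels were 702.2, 13.24, -1.18 and 0.363. A log2 value counted as within the paper's where the gap was under the standard error of the fit, which is wider with fewer libraries. Of the settings set before, leaving out Deprivated-316 came within the paper's count (539.5) and, by that rule, its log2 value (-1.53). Leaving out Deprivated-326 came within its log2 value (-0.90) by that rule alone, and leaving out Control-317 within its p (0.0042). The others did not. For SSTR3 the paper gives 272.7, 2.9, 2.3 and a p of 0.045261342, against 113.6, 1.69, 0.30 and 0.833. Leaving out Deprivated-316 came within the FPKM (2.04). The log2 value was then 0.57, far below the paper's, and counted as within it only by the wider error. No other setting set before came within any of these. For ROBO1 the paper gives 219.3, 1.8, 2.7 and a p of 0.024738274, against 64.7, 0.76, -0.33 and 0.846; leaving out Control-317 came within the log2 value (2.03), and no other setting set before did. For ROBO2 the paper gives a log2 fold change of -8.0 and a p of 1.9956e-08, against -2.49 and 0.389; leaving out Deprivated-316 came within the log2 value (-6.80), and no setting set before came within the p. For GRIN1 the paper gives 453.2, 5.6, 2.8 and a p of 0.019992267, against 48.8, 0.96, -2.03 and 0.313, and no setting set before came within any of these. For GABRB2 the paper gives a p of 0.000460176, against 0.0692; leaving out Control-317 came within it (0.000452), and the other settings set before did not.

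With the tables' division, chosen after the values were seen and dropping 0 of the 6 receptors, the means and log2 values of all 6 fell within the paper's, at 391.1, 6.62 and -2.38 for DRD1, 272.6, 2.88 and 2.33 for SSTR3, 219.3, 1.77 and 2.70 for ROBO1, 453.2, 5.61 and 2.83 for GRIN1, and a log2 value of -7.96 for ROBO2. The p-values in the quasi-likelihood test, DESeq2 and the exact test, in this order, were then 0.0273, 0.00169 and 0.00593 for DRD1, 0.0803, 0.0437 and 0.0462 for SSTR3, 0.0282, 0.00666 and 0.0110 for ROBO1, 0.00419, 8.74e-10 and 2.18e-06 for ROBO2, 0.0860, 0.0343 and 0.0371 for GRIN1, and 0.0506, 0.000566 and 0.0156 for GABRB2. Those within 1.5 times the paper's were ROBO1 in the first, SSTR3 in the other 2 and GABRB2 in DESeq2, so that no single test reached all 6. Adjusted over all transcripts, DESeq2 with this division called the transcripts of ROBO2 and GABRB2, and the exact test that of ROBO2.

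The paper's tables give SSTR3, ROBO1 and GRIN1 as higher and DRD1, ROBO2 and GABRB2 as lower in the ipsilateral group. By the deposited labels the transcripts of ROBO1 and GRIN1 had the opposite sign, and those of the other 4 had the same sign. The paper's volcano plot (Figure 1B) calls its genes by statistical significance, while 92 of the 310 transcripts read from Supplementary Table 2 carry a p of 0.05 or more, the largest 0.38.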

Other observations

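Tests with the libraries divided as in the paper's tables were chosen after the results were seen.

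Genes of housekeeping groups were on the lower side in the deprived libraries. Of 51 genes of cytoplasmic ribosomal proteins 48 were on the lower side, with a median log2 fold change of -0.40; the list's mean was 7.79, 6.62 and 7.65 log2 CPM in Control-307, Control-317 and Control-331 and 7.15 and 7.16 in the deprived libraries, so that Control-317 lay below both. RPLP0, of the ribosomal stalk, had -0.63 and RPS2 had -0.83. Of 32 nuclear genes of oxidative phosphorylation 28 were on the lower side (median -0.26), again with the mean of Control-317 (6.03 log2 CPM) among those of the deprived libraries (5.98 and 6.09), and with ATP5O, a subunit of ATP synthase, at -0.76 and SDHB, a subunit of succinate dehydrogenase, at -0.77. EdgeR's camera gave adjusted p-values of 6.7e-04 and 0.00218 at the preset correlation and of 0.536 and 0.372 with an estimated one. The camera call for ribosomal proteins ended without Control-307 (adjusted p = 0.0764) and without Control-331 (adjusted p = 0.0767). Without Control-317, where side by title goes with condition, edgeR called 28 ribosomal protein genes and 7 genes of oxidative phosphorylation, all lower.

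Astrocyte markers had a median of -0.42 (camera adjusted p = 0.00217; 0.283 with an estimated correlation), with FGFR3, a growth factor receptor, at -0.88 and APOE, a lipid carrier, at -0.82. Vascular markers had a median of -0.23 (adjusted p = 0.0227; 0.372 with an estimated correlation), with KCNJ8, a pericyte channel, at -1.34 and the list's mean lowest in Control-317 (3.95 log2 CPM), and that call ended without Control-307, Control-331 or Deprivated-316 (highest adjusted p = 0.116). Markers of oligodendrocyte precursors (median -0.09, OLIG2 -0.97), stress genes (median -0.32, DDIT4 -0.92) and markers of GABAergic neurons had no camera call; the last had a median of -0.30, a mean of -0.19 and an upward test (adjusted p = 0.309), with the peptide gene SST at 1.21. The koniocellular markers CAMK2A and CALB1 had log2 fold changes of 1.75 and 1.18, and both passed edgeR's test adjusted over the list alone. None of these genes passed edgeR's test over all genes.

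With the libraries divided as in the paper's tables, the genes with the smallest p-values and no overlap included RORA, a nuclear receptor of thalamic neurons (log2 fold change 1.38), HS6ST2, an enzyme of heparan sulfate (2.26), and TANC1, a postsynaptic scaffold (1.64), on the higher side. On the lower side were PRKCD, a protein kinase C (-1.88), and GADD45B, an activity-induced gene (-1.63). RORA and PRKCD are both on the list of thalamic relay neurons and went in opposite directions. Also lower was CALN1, a calcium-binding protein that was at 0 in both libraries of the ipsilateral group. CALN1 was at least 458-fold lower against a floor of 3 counts over the group (edgeR adjusted p = 0.0845). None passed edgeR's quasi-likelihood test. In 24.0% of genes the groups did not overlap, where chance gives 20%.

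Of the 407 transcripts past the fold criterion, 368 belong to genes with other variants that have counts. The gene totals behind them had a median size of log2 fold change of 0.51 (quartiles 0.16 and 1.13), while the transcripts themselves had a median of 3.10. A value below 1 was set in advance as what a trade of reads between variants of a gene in the count estimates would give, so this candidate explanation stays open beside a real change in the use of variants, which no test here can separate from it. With the tables' division the median was 0.72 against 2.83.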
